# Comparative transcriptome analyses of the *Drosophila* pupal eye

**DOI:** 10.1093/g3journal/jkaa003

**Published:** 2020-11-20

**Authors:** Miles W DeAngelis, Joseph D Coolon, Ruth I Johnson

**Keywords:** pupae, eye, *Drosophila*, transcriptome, morphogenesis

## Abstract

Tissue function is dependent on correct cellular organization and behavior. As a result, the identification and study of genes that contribute to tissue morphogenesis is of paramount importance to the fields of cell and developmental biology. Many of the genes required for tissue patterning and organization are highly conserved between phyla. This has led to the emergence of several model organisms and developmental systems that are used to study tissue morphogenesis. One such model is the *Drosophila melanogaster* pupal eye that has a highly stereotyped arrangement of cells. In addition, the pupal eye is postmitotic that allows for the study of tissue morphogenesis independent from any effects of proliferation. While the changes in cell morphology and organization that occur throughout pupal eye development are well documented, less is known about the corresponding transcriptional changes that choreograph these processes. To identify these transcriptional changes, we dissected wild-type *Canton S* pupal eyes and performed RNA-sequencing. Our analyses identified differential expression of many loci that are documented regulators of pupal eye morphogenesis and contribute to multiple biological processes including signaling, axon projection, adhesion, and cell survival. We also identified differential expression of genes not previously implicated in pupal eye morphogenesis such as components of the Toll pathway, several non-classical cadherins, and components of the muscle sarcomere, which could suggest these loci function as novel patterning factors.

## Introduction

The *Drosophila* pupal eye is a postmitotic pseudostratified neuroepithelium that is organized into ∼750 optical units known as ommatidia (Figure 1, A–D). Each ommatidium contains eight photoreceptor neurons (R1–R8), four lens-secreting cone cells, and two pigment-producing primary (1°) cells (Ready *et al.* 1976; Cagan and Ready 1989a; Wolff and Ready 1991a, 1993; Carthew 2007). Surrounding each ommatidium are lattice cells, which also produce pigment. By 40 h after puparium formation (APF), the pupal eye has achieved its stereotypical honeycomb organization and lattice cells can be classified as either secondary (2°) or tertiary (3°) cells depending on the number of contacts they form with adjacent ommatidia. Those classified as 2° cells have an elongated rectangular apical surface area that contacts two adjacent ommatidia, while the apical surface area of 3° cells is more hexagonal in shape and contacts three adjacent ommatidia (Figure 1C). In addition, each eye contains ∼600 sensory bristle groups that are present at the anterior vertex of each ommatidium with the exception of those along the edges of the eye (Wigglesworth 1953; Waddington and Perry 1960; Cagan and Ready 1989a).

**Figure 1:**
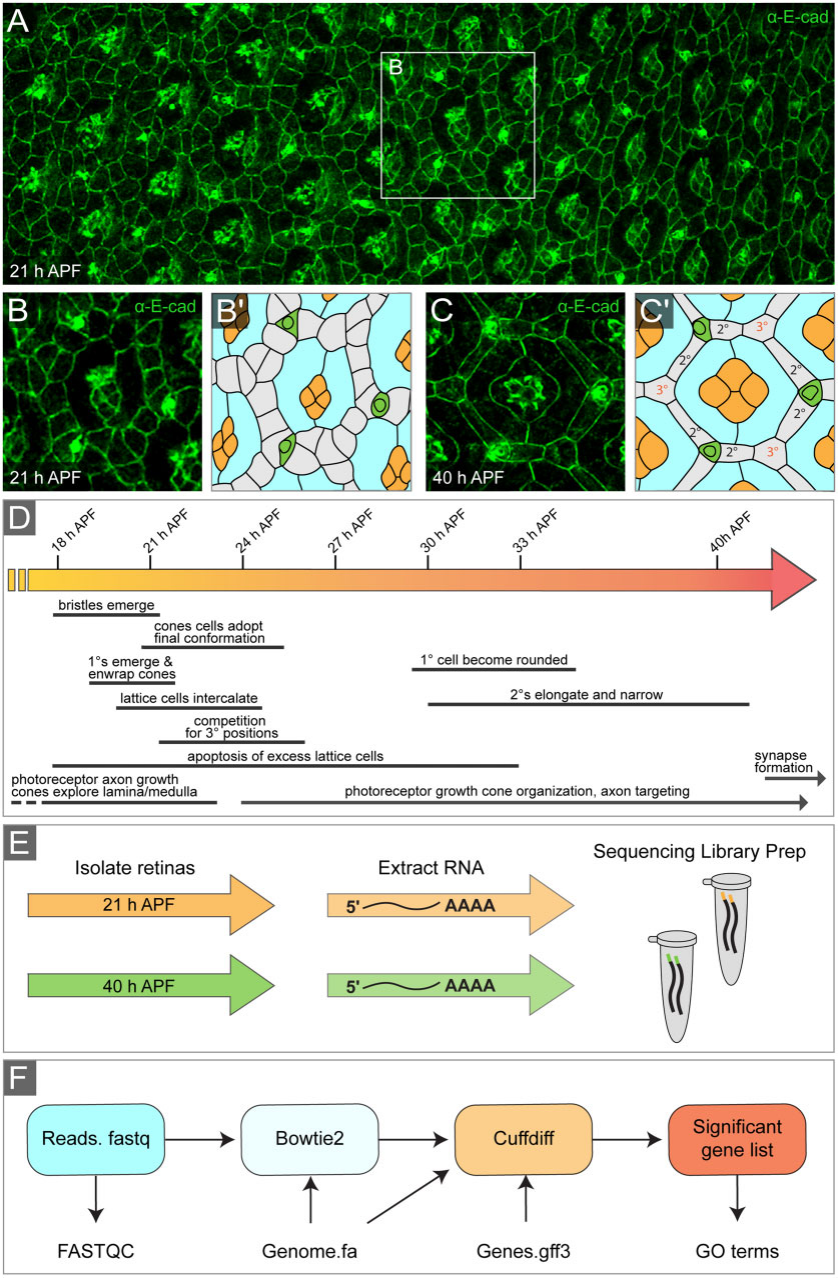
The *Drosophila* pupal eye and experimental design. (A) Mid-region of a pupal eye at 21 h APF, characterized by a developmental gradient. Younger, anterior (less organized) tissue to the left and older (posterior) tissue is to the right. White box encloses a single ommatidium shown at higher resolution in (B) with tracing (B′). (C) Representative ommatidium at 40 h APF and tracing (C′), with cone cells colored orange, 1° cells in blue, bristle groups in green, and lattice cells in gray with 2° and 3° cells indicated. (D) Timeline of development of the pupal eye. Major morphogenetic events that occur between 18 and 40 h APF are indicated. Times relate to development at 25°C. (E) Experimental workflow: eyes were dissected at 21 or 40 h APF, total RNA extracted, and sequencing libraries prepared (cDNA synthesis and bar-coding). (F) Bioinformatics pipeline used to identify differentially expressed genes and identify enriched gene ontology terms from raw sequencing reads.

During embryogenesis, the first cells are selected that will go on to form the eyes (Honn *et al.* 2016). These retinal progenitor cells proliferate to form the eye-antennal imaginal disks that give rise to the eyes as well as the antennae, ocelli, and surrounding head epithelium (Haynie and Bryant 1986). Establishment of the eye disk and the subsequent eye field is dependent on a network of highly conserved transcription factors known as the Retinal Determination Network (Kumar 2010, 2011; Treisman 2013). The major components of this network include Eyeless, Optix, Dachshund, Twin of eyeless, Eyegone, Eyes absent, and Sine oculis (Cheyette *et al.* 1994; Mardon *et al.* 1994; Quiring *et al.* 1994; Serikaku and O'Tousa, 1994; Halder *et al.* 1995; Czerny *et al.* 1999; Seimiya and Gehring 2000; Jang *et al.* 2003). At the beginning of the third larval instar, a combination of Hedgehog (Hh) (Wolff and Ready 1991a; Ma *et al.* 1993; Ma and Moses 1995; Treisman and Rubin 1995; Greenwood and Struhl 1999; Curtiss and Mlodzik 2000; Kenyon *et al.* 2003) and Ecdysone (Bate and Martínez-Arias 1993; Thummel 1996; Niwa *et al.* 2004) signaling leads to the initiation and progression of the morphogenetic furrow. The furrow, which is caused by ingression of the apical surface area of columns of retinal progenitor cells, is initiated from the posterior of the eye disk and progresses toward the anterior over the course of several hours. This progression leads to the formation a developmental gradient that persists throughout most of eye morphogenesis (Wolff and Ready 1991a).

Cell differentiation in the eye is stepwise, beginning during passage of the morphogenetic furrow with the specification of the eight photoreceptors (Reinke and Zipursky 1988; Van Vactor *et al.* 1991; Jarman *et al.* 1994, 1995; Fanto and Mlodzik 1999; Frankfort *et al.* 2001; Pepple *et al.* 2008). Shortly after their recruitment, photoreceptors begin to project their axons to the lamina or the medulla (Gibbs and Truman 1998; Clandinin and Zipursky 2002; Pepple *et al.* 2008). Axons will reach their target brain regions at ∼24 h APF and begin to form synapses with target neurons at ∼50 h APF (Gibbs and Truman 1998). Over the course of pupal development, photoreceptors undergo substantial morphological changes. Beginning at ∼48 h APF, the apical poles of each photoreceptor fold 90° toward one another. The central region of this apical pole will develop into the rhabdomere, which contains rhodopsin-rich microvilli (Knust 2007). Recruitment of cone and 1° cells, as well as bristle groups, occurs after photoreceptor specification. Photoreceptors initiate cone cell recruitment through a combination of epidermal growth factor receptor (EGFR) and Notch signaling (Tomlinson and Ready 1987; Cagan and Ready 1989b; Zak and Shilo 1992; Freeman 1996, 1997). Over the course of pupal eye development cone cell contacts become highly stereotyped, facilitated by the expression of N-cadherin (Hayashi and Carthew 2004). After cone cell specification, EGF secreted by photoreceptors initiates the expression of the Notch ligand Delta on the surface of cone cells (Nagaraj and Banerjee 2007). The interaction between Delta and the Notch receptor, expressed on the surface of retinal progenitors, leads to the specification of two cells that become 1° cells (Cagan and Ready 1989b; Nagaraj and Banerjee 2007). Once selected, the 1° cells gradually enwrap the four cone cells. Formation of the bristle groups occurs at ∼18 h APF when two cells are selected to undergo a final round of mitosis, giving rise to the four cells that comprise each group (Cagan and Ready 1989a; Meserve and Duronio 2017). This will be the final mitotic division to take place during *Drosophila* eye development with all remaining retinal progenitor cells adopting the lattice cell fate.

Pupal eye development is dependent on the precise regulation of adhesion between cells. In the eye, adhesion is directed by E-cadherin (Grzeschik and Knust 2005; Larson *et al.* 2008; Seppa *et al.* 2008; Zaessinger *et al.* 2015) and the immunoglobulin (Ig) domain adhesion molecules Roughest (Rst), Kin of Irre (Kirre), Hibris (Hbs), and Sticks and Stones (Sns) (Gorski *et al.* 2000; Araujo *et al.* 2003; Bao and Cagan 2005; Grzeschik and Knust 2005; Mirkovic and Mlodzik 2006; Grillo‐Hill and Wolff 2009; Bao *et al.* 2010). The expression and interaction of Ig domain adhesion molecules is complimentary. Rst and Kirre are expressed in lattice cells, while Hbs and Sns are expressed in 1° cells (Gorski *et al.* 2000; Bao and Cagan 2005; Bao *et al.* 2010). In the eye, Rst interacts with Hbs, while Sns interacts with Kirre and these interactions are required for cell sorting and maintaining preferential adhesion between 1° and lattice cells within the developing eye (Bao and Cagan 2005; Grillo‐Hill and Wolff 2009; Bao *et al.* 2010). Precise regulation of adhesion is also required for intercalation that organizes lattice cells into a single row surrounding each ommatidium. Intercalation occurs between ∼18 and 27 h APF and is dependent on interactions between Rst and Hbs, as well as interactions between Cindr and the ArfGAPs that regulate Arf6 (Johnson *et al.* 2008, 2011; Larson *et al.* 2008).

Each pupal eye is equipped with more lattice cells than needed for eventual formation of the honeycomb lattice leading to the apoptosis of approximately one-third of lattice cells between ∼18 and 33 h APF. Lattice cell removal is directed by a combination of Wingless, JNK, and Notch signaling (Cagan and Ready 1989b; Wolff and Ready 1991b; Cordero *et al.* 2004; Bushnell *et al.* 2018). Survival of individual lattice cells is dependent on EGFR and Yorkie activities, a lattice cell’s proximity to 1° cells, and the balance of death and survival signals that a cell receives (Rusconi *et al.* 2000; Monserrate and Brachmann 2007; DeAngelis *et al.* 2020).

While the morphological events that occur during pupal eye development have been well documented, little is known about the corresponding transcriptional changes that facilitate and choreograph them. Previous transcriptome studies of *Drosophila* eyes have focused on the larval eye disk (Ikmi *et al.* 2014; Potier *et al.* 2014; Torres-Oliva *et al.* 2018), adult eye (Hall *et al.* 2017), or analyzed transcriptional changes throughout the entire pupal head (Ranade *et al.* 2008). In this study, we compare the transcriptomes of pupal eyes at 21 and 40 h APF using RNA-sequencing (RNA-seq) to capture differences in the expression of genes associated with adhesion, cell death, axon projection, and the signaling pathways that regulate these developmental processes. Our analysis identified large-scale transcriptional differences between the two developmental ages. Some of the differentially expressed genes we identified have previously been established as regulators of pupal eye morphogenesis, or have been implicated in signal transduction, axon projection, adhesion, or cell survival in the eye or other tissues. In addition, we identify many novel genes not yet associated with eye development. These included members of the Toll signaling pathway, several non-classical cadherins, and genes associated with muscle structure and development. We anticipate that the transcriptome data presented here will be a valuable resource for *Drosophila* pupal eye biologists and the broader morphogenesis field.

## Materials and methods

### Fly stocks

*Drosophila melanogaster Canton S* cultures were maintained at 25°C on nutrient-rich medium.

### Immunofluorescence

Pupal eyes were dissected and fixed as previously described (DeAngelis and Johnson 2019). For 1° antibody staining, rat anti-E-cad (1:20, DSHB, # 528120) was used to visualize cell boundaries. Secondary antibodies conjugated to Alexa Fluor^®^ 488 (Jackson ImmunoResearch) were used at 1:200. Dissected pupal eyes were imaged with a Leica DM5500 B fluorescence microscope and corresponding software.

### RNA-seq and bioinformatics analysis

Between 50 and 70 eyes were dissected from 21 and 40 h APF *Canton S* pupae at the same time each day, and total RNA was extracted from three biological replicates using the ReliaPrep RNA Tissue Miniprep System (Promega Corporation, Cat # M3001) as described (DeAngelis and Johnson 2019). Barcoded cDNA library prep was performed using the TruSeq library preparation kit, libraries were pooled, balanced pooling was confirmed using qPCR, and 51-bp paired-end sequencing was performed by the University of Michigan Sequencing Core Facility as described (DeAngelis *et al.* 2020). All raw sequencing reads were imported into Galaxy (https://usegalaxy.org/). Quality control of sequence read outputs was performed using FASTQC (Andrews, 2010; Afgan *et al.* 2018). The percentage of mapped reads was calculated using FlagStat (Li *et al.* 2009). Sequence reads were aligned to the *D. melanogaster* reference genome available from Ensembl (Zerbino *et al.* 2018) at the time of analysis: reference genome: Drosophila_melanogaster.BDGP6.dna.toplevel.fa and gene annotation: Drosophila_melanogaster.BDGP6.93.gff3 (Zerbino *et al.* 2018) using bowtie2 with default parameters (Langmead and Salzberg 2012). Gene expression quantification along with corresponding statistical analyses were performed using Cuffdiff. Cuffdiff parameters included geometric normalization and transcript length correction where a bias length correction using the reference genome was performed (Trapnell *et al.* 2012). Significantly differentially expressed genes were identified as those with false discovery rate corrected *P*-values (*q*-values) lower than our predetermined threshold (*q* < 0.05). Gene ontology (GO) analyses were performed using the Gene Ontology Consortium (http://geneontology.org/). Volcano and scatter plots were created with R-statistical software (Figure 2) (CRAN 2018).

**Figure 2:**
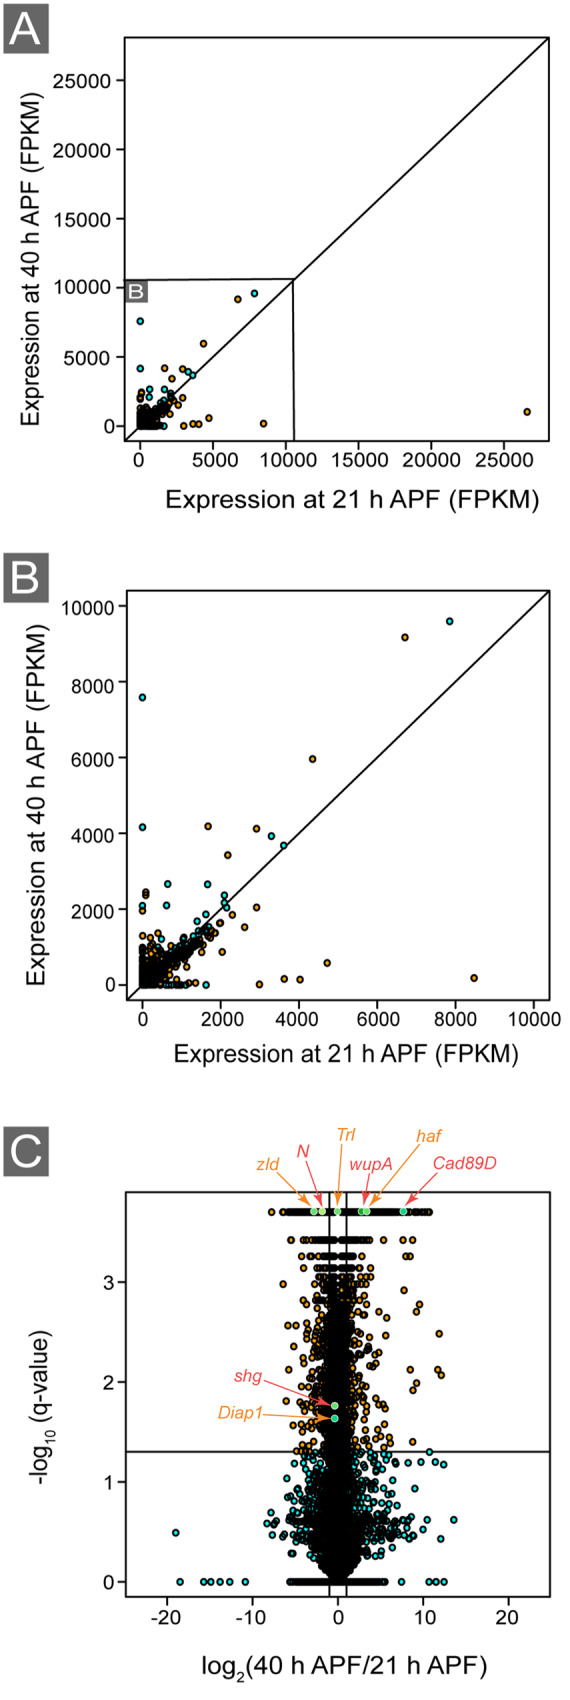
Graphical representation of gene expression data. (A) Scatterplot of expression fragments per kilobase of transcript per million mapped reads of loci at 21 h APF (*x*-axis) and 40 h APF (*y*-axis). (B) Higher-resolution plot of boxed region in (A). (C) Volcano plot of gene expression difference (*x*-axis) against −log_10_-transformed statistical significance (*q*-values). Horizontal line represents *q*-value = 0.05. (A–C) Statistically significant differentially expressed genes are indicated in orange (*q*-value <0.05) and several of these genes that are discussed in the text are indicated in green. Non-statistically significant genes are indicated in cyan (*q*-value >0.05).

Candidate regulatory transcription factors and transcription factor-binding motifs were identified with i-Cis Target analysis (https://gbiomed.kuleuven.be/apps/lcb/i-cisTarget/index.php) (Herrmann *et al.* 2012) and Analysis of Motif Enrichment (AME) (http://meme-suite.org/tools/ame) (McLeay and Bailey 2010) using lists of candidate genes and default parameters. Prior to AME analyses, the extended gene region for each significantly differentially expressed gene was downloaded from FlyBase (https://flybase.org/) using batch download (https://flybase.org/download/sequence/batch/).

### Data availability statement

Raw RNA-seq output files generated in this work are deposited under accession number GSE160441 in Gene Expression Omnibus.

Supplementary material is available at figshare DOI: https://doi.org/10.25387/g3.12824789.

## Results and discussion

### Mapped reads and GO

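The expression of all annotated genes in whole pupal eyes was measured by RNA sequencing at 21 and 40 h APF (hours after puparium formation). The eyes came from Canton S, a wild-type strain, and each stage had 3 biological replicates, each of them RNA from a pool of eyes. The authors aligned the reads to the BDGP6 assembly of the D. melanogaster genome with bowtie2, which does not split a read across an intron, and quantified genes with Cuffdiff. The values they deposited are FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads) after geometric normalization across the libraries and bias correction. The deposited table gives each of 17649 genes 1 FPKM per stage, pooled over the 3 replicates, with the log2 ratio of 40 h over 21 h, a p-value and a q-value from Cuffdiff. Values of the single replicates were not used here, so no gene has an SD or a replicate number beside it, and every FPKM below is the authors' pooled value. A gene was counted as differentially expressed at a q-value under 0.05, the threshold set in the paper. Cuffdiff tested 10305 of the genes, and the 7344 genes without a test are listed with a q-value of 1. Positions are 1-based and come from Ensembl release 115 on the same assembly, where the authors used release 93, and 17512 of the table's gene identifiers occur in it. The paper's text does not name whether reads were assigned by strand, so a gene whose exons overlap those of another gene may hold reads of both. Of the 97 genes that the paper names and that are reported below, 4 share over 10% of their exon bases with another gene of the table; 18w and hbs are not in the annotation used here, so this share is not known for them.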

To identify transcriptional changes during pupal eye morphogenesis, we dissected *Canton S* eyes at 21 and 40 h APF (Figure 1, A–C) (Materials and methods). We chose to analyze differences in gene expression at 21 h APF as the eye is in the midst of critical patterning and developmental events (Figure 1D). These include 1° cell recruitment, lattice cell intercalation, the conclusion of axon outgrowth into the brain, and the beginning of elimination of excess lattice cells by apoptosis. We selected 40 h APF for a comparison point as apoptosis has ceased, the honeycomb lattice is established, and axon growth cones are approaching their future synaptic targets. After dissection, total RNA was extracted and sequenced (Figure 1E) (Materials and methods). 

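By the paper's Table 1, the 3 libraries of 21 h APF had between 40376753 and 41768811 mapped reads, with a median of 40768017, and the 3 libraries of 40 h APF had between 40214252 and 44584127, with a median of 43315962. Taking a mapped pair of reads as 1 fragment, 3 fragments on a gene with 1000 exon bases come to 0.149 FPKM in the library with the fewest mapped reads. The FPKM of all genes summed to 557572 at 21 h and 562299 at 40 h APF. At least 1 FPKM was reached by 9828 genes at one stage or the other and by 8627 genes at both, and 3129 genes were listed at 0 at both stages. The median log2 ratio over the genes with at least 1 FPKM at both stages was -0.021.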

A total of 2.7 × 10^8^ sequence reads were generated with a range of 40,214,252–44,584,127 mapped reads per sample (92.65–93.42% mapped to the reference genome) indicating appropriate read depth for analysis (Table 1). Sequence reads were then subjected to an established bioinformatics pipeline to identify differentially expressed genes (Figure 1F) (Materials and methods) (Lanno *et al.* 2017). Our analyses identified 4636 loci in which expression was significantly modified between 21 and 40 h APF (*q*-value <0.05) (Figure 2 and Supplementary Table S1). 

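In the authors' deposited table, 4636 genes had a q-value under 0.05, and these are the genes that it marks as significant. Their median absolute log2 ratio was 0.82, leaving out 54 genes listed at 0 FPKM at one of the stages, which have no finite ratio. 2584 genes in the authors' deposited table shared its smallest q-value, 0.000199, which corresponds to the smallest p-value that Cuffdiff gave, 5e-05. The count moved most when a change of at least 2-fold was required as well, to 1976 genes, apart from a Bonferroni correction, which no gene could pass because that p-value multiplied by the 10305 tests is 0.515. Of the differentially expressed genes, 71 were under 1 FPKM at both stages, and 2020 have the same locus in the table as another gene.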

GO terms, identified by the Gene Ontology Consortium with the lowest *P*-values for all differentially expressed genes between 21 and 40 h APF included biological regulation (GO:0065007), cellular process (GO:0009987), regulation of biological process (GO:0050789), and regulation of cellular process (GO:0050794) (Figure 3A and Supplementary Table S2). Of the 4636 genes, we identified the increased expression of 2383 genes at 40 h relative to 21 h APF and decreased expression of 2253 genes demonstrating no bias in the direction of regulation (binomial exact test, *P *=* *0.05813). 

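By the FPKM values of the 2 stages, 2364 of the differentially expressed genes were higher at 40 h and 2272 were higher at 21 h APF, so that 51.0% increased (95% Wilson interval 49.6% to 52.4%, 2-sided exact binomial test against 50%, p = 0.181). Genes are not independent of each other, so the test and the interval describe this list of genes. Among the genes that also changed at least 2-fold, 1170 increased and 806 decreased, a share of 59.2% (exact binomial test, p = 2.63e-16). The share was 53.7% at a q-value under 0.01 (exact binomial test, p = 6.00e-06).

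**Figure D1:**
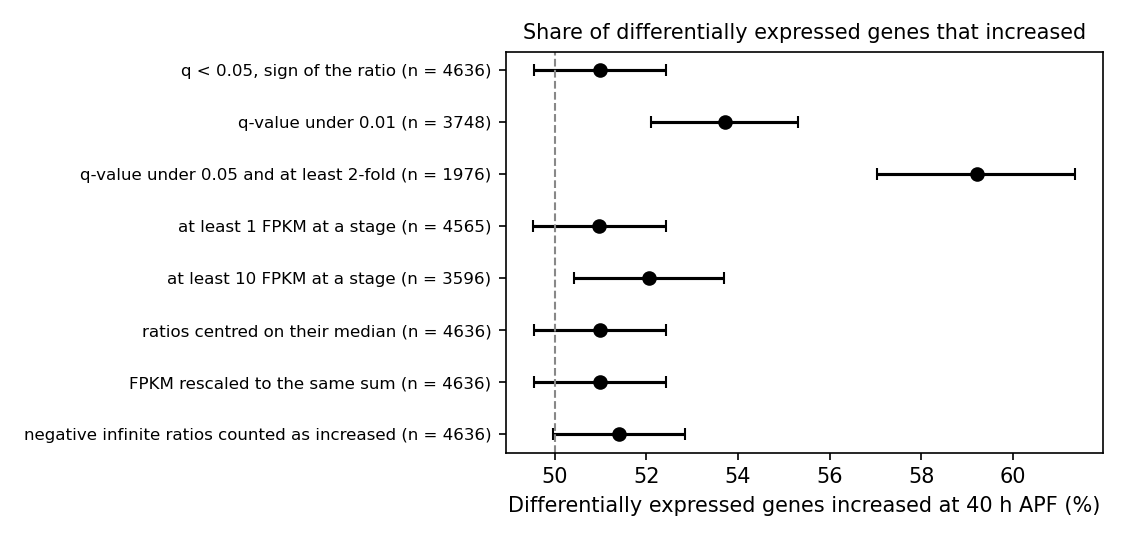
Percent of differentially expressed genes that increased at 40 h relative to 21 h APF (x-axis) under each way of choosing or scaling the genes (y-axis, with the number of genes), with 95% Wilson intervals. The intervals lie above 50% (dashed line) at a q-value under 0.01, for changes of at least 2-fold and for genes of at least 10 FPKM; the setting in the bottom line was chosen after the values were seen.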

The GO terms that were most significant for upregulated genes included nucleic acid metabolic process (GO:0090304), localization (GO:0051179), transport (GO:0006810), and establishment of localization (GO:0051234) (Figure 3B and Supplementary Table S3). For downregulated genes, the most significant GO terms included regulation of biological process (GO:0050789), regulation of gene expression (GO:0010468), macromolecule metabolic process (GO:0060255), and regulation of metabolic process (GO:0019222) (Figure 3C and Supplementary Table S4).

**Figure 3:**
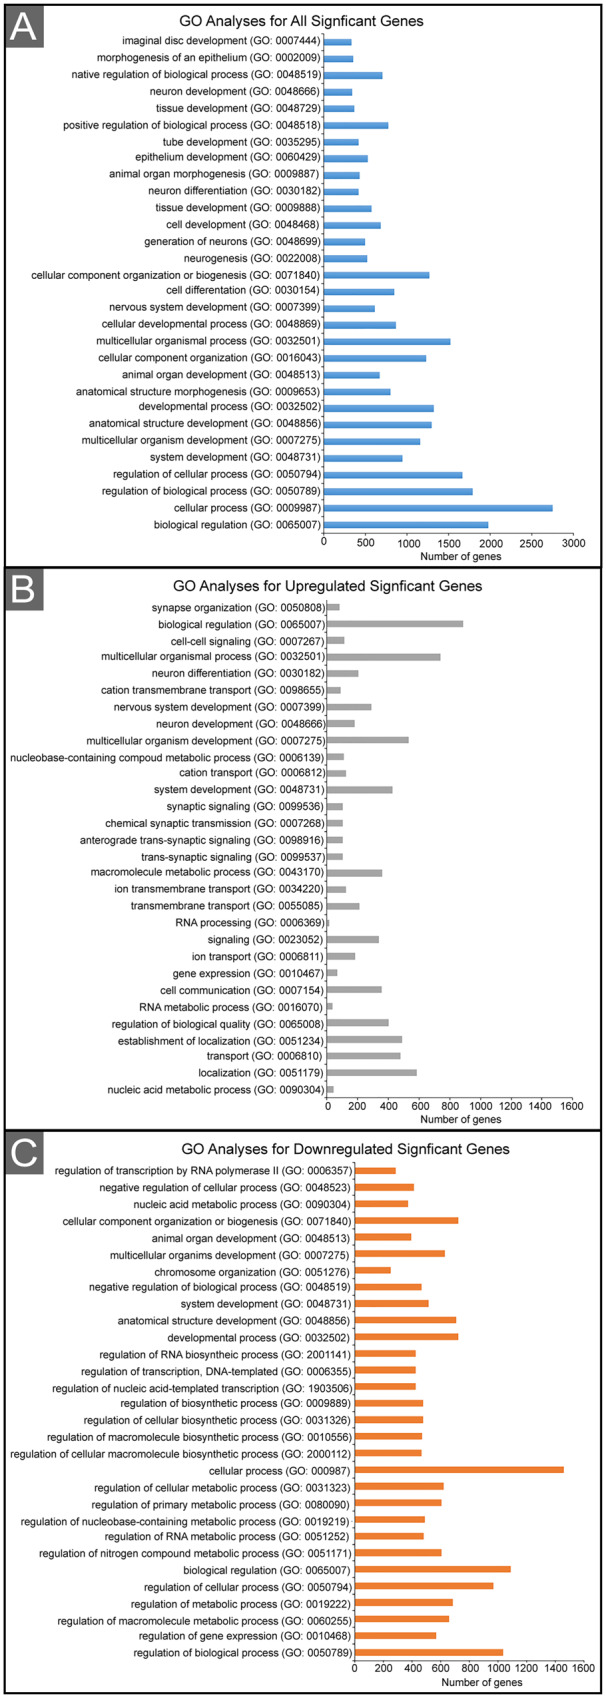
Graphical representation of significant GO terms. The 30 most-significant GO terms (A) when comparing all significant gene expression changes from 21 and 40 h APF, (B) loci with increased expression at 40 h relative to 21 h APF, (C) loci with decreased expression at 40 h relative to 21 h APF.

**Table 1:** Total number of reads and mapped reads per sequencing library This table has not been correctly formatted when converted from the file submitted. There are two Rep 1 entries under the heading 21 h APF. The second should be under the heading 40 h APF instead.

	Total reads	Mapped reads	% mapped
21 h APF			
Rep1	44,711,158	41,768,811	93.42
Rep2	43,337,942	40,376,753	93.17
Rep3	43,677,528	40,768,017	93.34
Rep1 (this should be underthe 40 h APF	48,119,480	44,584,127	92.65
40 h APF			
Rep2	46,431,166	43,315,962	93.29
Rep3	43,313,444	40,214,252	92.84

### Differential expression of signaling pathway components between 21 and 40 h APF

Since development of the pupal eye is dependent on signal transduction, we assessed whether expression of core signaling proteins differed at 21 and 40 h APF. Our analyses identified differential expression of multiple loci broadly associated with signaling (GO:0023052) (Supplementary Table S5). These loci encompassed core components of several signaling pathways with established roles during *Drosophila* pupal eye development including the Notch, EGFR, Decapentaplegic (Dpp)/TGFβ, and Planar Cell Polarity pathways and also identified signaling pathways that have not been interrogated for their role in fly eye development (Supplementary Table S5).

Notch signaling is vital during early pupal eye development for photoreceptor, cone and 1° cell specification, patterning, and inducing cell death (Cagan and Ready 1989b; Fortini *et al.* 1993; Cordero *et al.* 2004; Grzeschik and Knust 2005; Nagaraj and Banerjee 2007; Bao *et al.* 2010; Nagel and Preiss 2011; Xiong *et al.* 2013; Bao 2014). At 40 h relative to 21 h APF, we observed a reduction in the expression of the Notch receptor (*N*) and its ligand *Delta* (*Dl*) (Figure 2C) (Vässin and Campos-Ortega 1987; Rebay *et al.* 1991; Fleming *et al.* 1997) but an increase in the ligands *Serrate* (Rebay *et al.* 1991) and *weary* (*wry*) (Kim *et al.* 2010). 

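The Notch receptor gene N (FBgn0004647, on chromosome X from 3134870 to 3172221 of BDGP6) had 76.7 FPKM at 21 h and 25.8 FPKM at 40 h APF, and Dl (FBgn0000463, on chromosome 3R from 19302731 to 19326217) had 29.2 FPKM at 21 h and 7.86 FPKM at 40 h APF. In the authors' deposited table, the log2 ratios are -1.57 for N and -1.89 for Dl. Both ligands that increased were less abundant than N at either stage, since Ser (FBgn0004197, on chromosome 3R from 27172090 to 27194267) rose from 3.24 to 5.07 FPKM and wry (FBgn0051665, on chromosome 2L from 1836538 to 1858550) rose from 5.72 to 13.3 FPKM. Their log2 ratios in the authors' deposited table are 0.65 and 1.22, and all 4 genes have the smallest q-value of the table. Of the alternatives, a pseudocount of 1 FPKM at both stages moved the ratio of Ser most, to 0.52.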

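Among the genes that act on Notch or with it, O-fut1 (FBgn0033901, on chromosome 2R from 14161430 to 14163054) was the most abundant and fell from 197 to 143 FPKM. Nle (FBgn0021874, on chromosome 2L from 566366 to 568121) fell from 12.1 to 8.69 FPKM, mib1 (FBgn0263601, on chromosome 3L from 16006552 to 16011812) fell from 45.8 to 32.5 FPKM, and Su(H) (FBgn0004837, on chromosome 2L from 15039488 to 15043334) fell from 32.7 to 18.5 FPKM. The log2 ratios in the authors' deposited table are -0.46 for O-fut1, -0.48 for Nle, -0.49 for mib1 and -0.82 for Su(H). Nle has a q-value of 0.0404 in the authors' deposited table, which is not under 0.01, and the q-value of mib1 there is 0.000887.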

Expression of the Notch regulators *O-fucosyltransferase 1* (*O-fut1*) (Sasamura *et al.* 2003) and *Notchless* (*Nle*) (Royet *et al.* 1998) decreased by 40 h APF, as did *mind bomb 1* (*mib1*) (Lai *et al.* 2005) and the DNA-binding transcription factor *Suppressor of Hairless* (*Su(H)*) (Gho *et al.* 1996) that are also required for N signaling. Consistent with reduced Notch pathway activity at 40 h APF, we observed a significant reduction in the expression of 10 *enhancers of split* (*E(spl)*) genes that are transcriptional targets of Notch signaling (Schrons *et al.* 1992; Jennings *et al.* 1994) (Supplementary Table S1).

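The table holds 11 genes of the E(spl) complex, which lie on chromosome 3R between 25997621 and 26041008 of BDGP6 without shared exon bases, and 10 of them were differentially expressed, each lower at 40 h APF. E(spl)m3-HLH (FBgn0002609) was the most abundant, with 132 FPKM at 21 h and 65.3 FPKM at 40 h APF, and fell least, by a log2 ratio of -1.02 in the authors' deposited table. E(spl)mgamma-HLH (FBgn0002735) fell from 36.3 to 0.707 FPKM, the largest log2 change among the 10 genes, -5.68 in the authors' deposited table. E(spl)m6-BFM (FBgn0002632) fell from 3.80 to 0.101 FPKM with a q-value of 0.0271 in the authors' deposited table, the only one of the 10 that is not under 0.01, and its 40 h value is below the 0.131 FPKM that 3 fragments would give, which in its place gives a log2 ratio of -4.86 as a lower bound on the fall. The remaining gene, E(spl)m5-HLH (FBgn0002631), was at 8.09 FPKM at 21 h and 0.0543 FPKM at 40 h APF, and its q-value in the authors' deposited table is 0.246. Its 40 h value is also below the level of 3 fragments, 0.169 FPKM, and with that level in its place the bound is a log2 ratio of -5.58. The paper relates the reduced expression of the 10 E(spl) genes, which are transcriptional targets of Notch signaling, to reduced Notch pathway activity at 40 h APF.

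**Figure D2:**
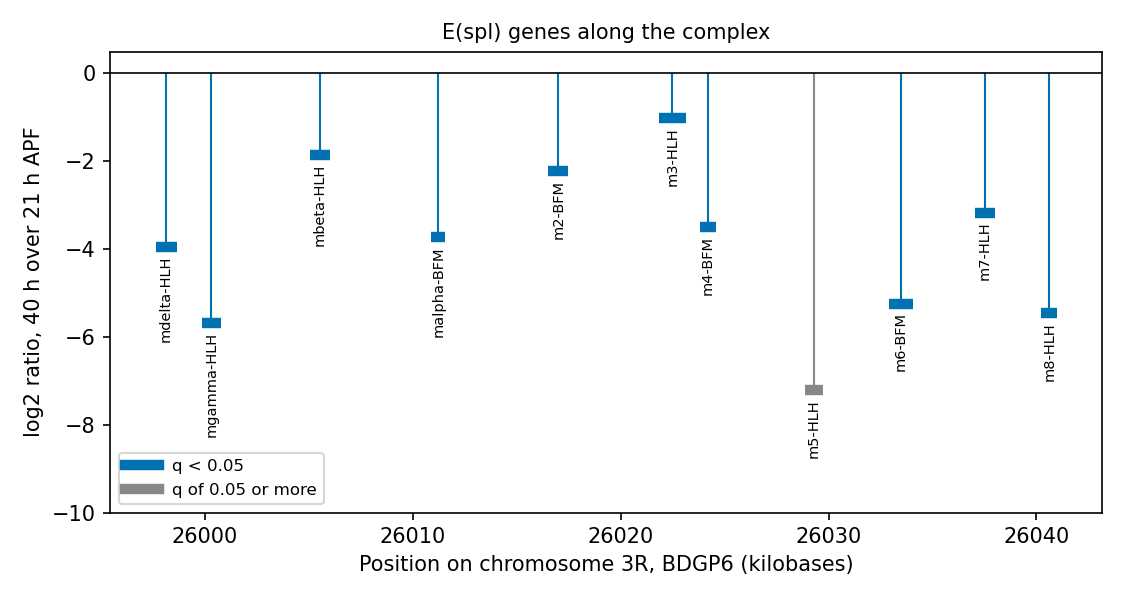
Log2 ratio of 40 h over 21 h APF (y-axis) of the 11 E(spl) genes, from the authors' deposited table, drawn over each gene's span on chromosome 3R (x-axis, kilobases). All 11 lie below 0, and E(spl)m5-HLH (gray) has a q-value above 0.05 and a 40 h value below the level of 3 fragments.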

The EGFR pathway is required for cell differentiation, adhesion, and survival during early pupal eye development (Wasserman *et al.* 2000; Freeman and Bienz 2001; Brown and Freeman 2003; Protzer *et al.* 2008; Martín-Bermudo *et al.* 2015; Malartre 2016). We therefore reasoned that, similar to components of the Notch pathway, we would observe reduced expression of EGFR pathway components at 40 h relative to 21 h APF as differentiation, apoptosis, and patterning have concluded. 

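Egfr (FBgn0003731, on chromosome 2R from 21522420 to 21559977) had 62.1 FPKM at 21 h and 32.9 FPKM at 40 h APF, and the transcriptional activator pnt (FBgn0003118, on chromosome 3R from 23290231 to 23346167) had 31.1 FPKM at 21 h and 14.6 FPKM at 40 h APF. Their log2 ratios in the authors' deposited table are -0.92 and -1.09. Among the genes that act downstream of the receptor, Ras85D (FBgn0003205) fell from 108 to 69.5 FPKM, Raf (FBgn0003079) from 20.3 to 11.1 FPKM, Dsor1 (FBgn0010269) from 43.2 to 31.6 FPKM and Sos (FBgn0001965) from 23.8 to 17.6 FPKM. These 4 genes have log2 ratios in the authors' deposited table of -0.64, -0.87, -0.45 and -0.43, in the same order, with q-values no higher than 0.00152. The adaptor gene drk (FBgn0004638, on chromosome 2R from 13495222 to 13502841) fell from 121 to 77.7 FPKM, a log2 ratio of -0.64 in the authors' deposited table, and 19.6% of its exon bases are also exon bases of another gene, mostly mars. Shc (FBgn0015296, on chromosome 3L from 9427010 to 9428671) fell from 49.4 to 40.5 FPKM, with a log2 ratio of -0.29 and a q-value of 0.0384 in the authors' deposited table, the one q-value among these 8 genes that is not under 0.01.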

Consistent with this prediction, we detected significant reduction in the expression of several canonical Receptor Tyrosine Kinase (RTK) components including *Egfr* (Schejter and Shilo 1989), the adaptor proteins *downstream of receptor kinase* (*drk*), and *SHC adaptor protein* (*Shc*) (Stern *et al.* 1993; Lai *et al.* 1995), the GEF *Son of sevenless* (*Sos*) (Rogge *et al.* 1991), the small GTPase *Ras oncogene at 85D* (*Ras85D*) (Neuman-Silberberg *et al.* 1984), the kinases *Raf oncogene* (*Raf*) (Mark *et al.* 1987) and *Downstream of raf1* (*Dsor1*) (Lu *et al.* 1993), and the transcriptional activator *pointed* (*pnt*) (Scholz *et al.* 1993) (Supplementary Table S5). While the expression of *Egfr* and many core RTK signaling components declined at 40 h APF, expression of several other RTKs and their ligands increased (Supplementary Table S5) suggestive of a continuous requirement for RTK-components in the eye. These included *PDFG and VEGF receptor related* (*Pvr*) (Heino *et al.* 2001) along with its ligands *PDFG and VEGF receptor-related factor 1* (*Pvf1*) (Duchek *et al.* 2001), *Pvf2* (Munier *et al.* 2002), *Pvf3* (Cho *et al.* 2002), and both *branchless* (*bnl*) (Sutherland *et al.* 1996) and *heartless* (*htl*) (Beiman *et al.* 1996), which encode a fibroblast growth factor and fibroblast growth factor receptor (FGFR), respectively. 

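The receptor gene Pvr (FBgn0032006, on chromosome 2L from 8220980 to 8239878) had 4.20 FPKM at 21 h and 7.03 FPKM at 40 h APF. Of its ligands, Pvf3 (FBgn0085407, on chromosome 2L from 7098188 to 7157695) rose from 8.04 to 80.7 FPKM, Pvf1 (FBgn0030964, on chromosome X from 18832682 to 18842901) from 1.23 to 10.4 FPKM and Pvf2 (FBgn0031888, on chromosome 2L from 7069536 to 7084635) from 5.56 to 12.2 FPKM. Log2 ratios of 0.74 for Pvr, 3.08 for Pvf1, 1.14 for Pvf2 and 3.33 for Pvf3 stand in the authors' deposited table. The fibroblast growth factor gene bnl (FBgn0014135, on chromosome 3R from 19794073 to 19836817) rose from 3.84 to 6.22 FPKM and the receptor gene htl (FBgn0010389, on chromosome 3R from 18045216 to 18052984) from 6.63 to 11.96 FPKM, with log2 ratios in the authors' deposited table of 0.70 and 0.85. All 6 genes are at the smallest q-value.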

Since FGFR signaling regulates E-cadherin, crumbs, and actin expression in the developing *Drosophila* pupal eye, increased expression of *bnl* and *htl* could contribute to the maintenance of adhesion during later developmental stages (Mukherjee *et al.* 2012). In addition, these results could be suggestive of a prominent role for RTK’s such as *pvr* to mediate cell survival during the later stages of pupal eye development as is observed in blood and neural progenitor cells (Brückner *et al.* 2004; Read 2018).

Our data also revealed differential expression of signaling proteins, which have not yet been implicated as regulators of pupal eye development. For example, we found that core components of the Toll signaling pathway (Supplementary Table S5) were differentially expressed between 21 and 40 h APF including the secreted protease *Spatzle-Processing Enzyme* (*SPE*) (Jang *et al.* 2006), the spatzle cleaving enzyme *easter* (*ea*) (Chasan and Anderson 1989), the receptors *Toll* (*Tl*) (Anderson *et al.* 1985), *Tollo* (Seppo *et al.* 1999), *Toll-6*, *Toll-7* (Tauszig *et al.* 2000), and *18 wheeler* (*18w*) (Williams *et al.* 1997), the scaffolding protein *Myd88* (Horng and Medzhitov 2001), and the transcription factor *dorsal* (*dl*) (Lemaitre *et al.* 1995). 

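Of the 9 Toll pathway genes that the paper names, 7 increased. The receptor gene Tl (FBgn0262473, on chromosome 3R from 26799041 to 26842403) was the most abundant, with 65.6 FPKM at 21 h and 198 FPKM at 40 h APF, and Toll-7 (FBgn0034476, on chromosome 2R from 19826578 to 19832973) had 14.6 FPKM at 21 h and 23.4 FPKM at 40 h APF. The protease genes were lower, with SPE (FBgn0039102, on chromosome 3R from 23686255 to 23688147) rising from 1.33 to 4.82 FPKM and ea (FBgn0000533, on chromosome 3R from 15328729 to 15330408) from 2.64 to 5.64 FPKM. For these 4 genes the log2 ratios in the authors' deposited table are 1.59 for Tl, 0.68 for Toll-7, 1.85 for SPE and 1.096 for ea. The genes acting inside the cell decreased, Myd88 (FBgn0033402, on chromosome 2R from 9302823 to 9308722) from 10.5 to 7.93 FPKM and dl (FBgn0260632, on chromosome 2L from 17436830 to 17450364) from 7.17 to 4.57 FPKM. Myd88 has a log2 ratio of -0.40 and a q-value of 0.0162 in the authors' deposited table, and dl a log2 ratio of -0.65. Toll-4, Toll-9 and Tehao, Toll receptor genes that the paper does not name, stayed under 1 FPKM at both stages and were not tested. The highest value was 0.451 FPKM, for Toll-9 at 21 h. Of the exon bases of Tehao, 63.1% are shared with CR45683.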

The Toll pathway has been widely studied in the context of the immune response (Valanne *et al.* 2011; Satoh and Akira 2017; Vidya *et al.* 2018); however, it was first identified as a regulator of dorsal ventral patterning of the embryo (Anderson *et al.* 1985; Morisato and Anderson 1994). Toll signaling has also been implicated during wound healing of the *Drosophila* embryonic epidermis (Carvalho *et al.* 2014; Capilla *et al.* 2017) and for epithelial integrity in the *Drosophila* salivary gland (Kolesnikov and Beckendorf 2007). In addition, the Toll receptors Toll-2 (encoded by *18w*), Toll-6 (encoded by *Toll-6*) and Toll-8 (encoded by *tollo*) form transheterophillic complexes that facilitate cell intercalation in the embryonic epithelium by stimulating actin reorganization (Paré *et al.* 2014). 

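The receptor gene 18w (FBgn0004364, on chromosome 2R from 20111511 to 20116932 by the authors' locus) had 11.2 FPKM at 21 h and 16.7 FPKM at 40 h APF, Toll-6 (FBgn0036494, on chromosome 3L from 15336692 to 15344315) had 1.83 FPKM at 21 h and 3.83 FPKM at 40 h APF, and Tollo (FBgn0029114, on chromosome 3L from 15235619 to 15242832) had 14.6 FPKM at 21 h and 20.0 FPKM at 40 h APF. Their log2 ratios in the authors' deposited table are 0.58, 1.07 and 0.45, the q-value of Tollo being 0.000380. Toll-6 had the largest ratio and the lowest level of the 3.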

Expression of each of these three toll receptors increased at 40 h APF relative to 21 h APF (Supplementary Table S5) and studies that assess their role during pupal eye morphogenesis are an interesting avenue of future research.

### Differential expression of Ecdysone pathway components and response elements

Ecdysone is a steroid hormone required for insect metamorphosis that facilitates the transition from the larval to pupal stage (Becker 1959; Ashburner *et al.* 1974; Bate and Martínez-Arias 1993; Thummel 1996). During pupal development, ecdysone levels peak at ∼20 h APF and progressively drop until adults eclose (Thummel 2001). In addition, our analyses identified increased expression of *abrupt* (*ab*) at 40 h relative to 21 h APF, which negatively regulates the transcription of ecdysone target genes (Jang *et al.* 2009) (Supplementary Table S1). 

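The gene ab (FBgn0264442, on chromosome 2L from 11210678 to 11261080) had 13.1 FPKM at 21 h and 33.1 FPKM at 40 h APF. Its log2 ratio in the authors' deposited table is 1.34, at the smallest q-value, and 0.756% of its exon bases are shared with another gene, cmet.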

We therefore reasoned that expression of documented Ecdysone transcriptional target genes would be reduced at 40 h APF and this was indeed the case for *Edg91* (Apple and Fristrom 1991), *Eip71CD* (Savakis *et al.* 1980), *Eip63E* (Stowers *et al.* 2000), *ftz-f1* (Woodard *et al.* 1994), *ImpE2* and *ImpL2* (Natzle *et al.* 1988), and *Pep* (Möritz *et al.* 1984) (Supplementary Table S6). However, the expression of other ecdysone response element genes increased, including *Eip93F* (Baehrecke and Thummel 1995), *Eip74EF* (Burtis *et al.* 1990), *Eip78C* (Stone and Thummel 1993), and *Eip75B* (Segraves and Hogness 1984) (Supplementary Table S6). 

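Of Edg91, Eip71CD, Eip63E, ftz-f1, ImpE2, ImpL2 and Pep, 6 genes were lower at 40 h APF. ImpE2 (FBgn0001254, on chromosome 3L from 3510974 to 3512681) was the most abundant and fell from 1551 to 1057 FPKM, followed by Pep (FBgn0004401, on chromosome 3L from 17638103 to 17645036), which fell from 286 to 178 FPKM. The largest falls were those of Edg91 (FBgn0004554, on chromosome 3R from 17610856 to 17611511), from 9.51 to 1.00 FPKM, and ftz-f1 (FBgn0001078, on chromosome 3L from 18750607 to 18801309), from 6.21 to 1.14 FPKM, of whose exon bases 29.4% are shared with CR45939. Eip71CD (FBgn0000565, on chromosome 3L from 15511052 to 15513202) fell from 39.2 to 19.7 FPKM and ImpL2 (FBgn0001257, on chromosome 3L from 4224006 to 4236147) from 47.2 to 23.3 FPKM. Log2 ratios in the authors' deposited table are -3.25 for Edg91, -2.44 for ftz-f1, -1.02 for ImpL2, -0.99 for Eip71CD, -0.69 for Pep and -0.55 for ImpE2. Eip63E (FBgn0005640, on chromosome 3L from 3515751 to 3610521) was higher at 40 h, with 45.3 FPKM at 21 h and 83.0 FPKM at 40 h APF and a log2 ratio of 0.87 in the authors' deposited table.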

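Eip78C (FBgn0004865, on chromosome 3L from 21226609 to 21266503) rose from 18.7 to 170.0 FPKM, Eip75B (FBgn0000568, on chromosome 3L from 17950953 to 18064696) from 87.6 to 213 FPKM, and Eip74EF (FBgn0000567, on chromosome 3L from 17558672 to 17619325) from 44.1 to 119 FPKM. The log2 ratios of these 3 genes in the authors' deposited table are 3.19, 1.28 and 1.43. Eip93F (FBgn0264490, on chromosome 3R from 21949114 to 22014539) was lower at 40 h, with 216 FPKM at 21 h and 80.2 FPKM at 40 h APF and a log2 ratio of -1.43 in the authors' deposited table. Each of the 4 genes is at the smallest q-value, and none has exon bases in common with another gene of the table.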

Since ecdysone signaling contributes to apoptosis in other *Drosophila* pupal tissues including the salivary gland, midgut, and muscle (Denton and Kumar 2015; Nicolson *et al.* 2015; Xu *et al.* 2019), it is possible that ecdysone response genes identified in our analyses of 21 h APF eyes contribute to or even initiate the apoptosis of lattice cells, which begins at around 18–20 h APF, correlating with increased ecdysone (Thummel 2001).

### Gene expression changes associated with axon projection

Growth of photoreceptor axons begins during larval development and continues until axons reach the lamina or medulla at ∼24 h APF (Gibbs and Truman 1998). Axons then extend exploratory growth cones (from ∼27 h APF) so that synaptogenesis can begin from ∼50 h APF (Gibbs and Truman 1998; Clandinin and Zipursky 2002). Accordingly, we identified differential expression of loci associated with axon elongation and extension, growth cone formation, synaptogenesis, and neuronal signaling (Supplementary Table S7). These included *hattifattener* (*haf*), which increased in expression at 40 h relative to 21 h APF (Supplementary Table S7 and Figure 2C). 

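The gene haf (FBgn0261509, on chromosome 2L from 1555129 to 1609389) had 2.56 FPKM at 21 h and 29.0 FPKM at 40 h APF, and its log2 ratio in the authors' deposited table is 3.50.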

The *haf* locus encodes a protein required for axon targeting and increased expression is indicative of a maturing neural system (Kurusu *et al.* 2008). Expression of several cell adhesion molecules also increased at 40 h APF. These included the neural-cadherins *CadN* (Iwai *et al.* 1997) and *CadN2* (Yonekura *et al.* 2007), *Turtle* (*Tutl*) (Al-Anzi and Wyman 2009), and 10 different BEAT-family genes (Pipes *et al.* 2001). Collectively, these adhesion molecules are required for axon projection and synapse formation (Longley and Ready 1995; Iwai *et al.* 1997; Knust 2007) and increased expression of these loci is consistent with axon extension.

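CadN (FBgn0015609, on chromosome 2L from 17647053 to 17778340) was abundant at both stages, with 79.7 FPKM at 21 h and 139 FPKM at 40 h APF, whereas CadN2 (FBgn0262018, on chromosome 2L from 17786971 to 17875247), which lies next to it, rose from 0.471 to 2.80 FPKM. The gene tutl (FBgn0010473, on chromosome 2L from 4283148 to 4323781) rose from 82.7 to 169.5 FPKM. Log2 ratios for CadN, CadN2 and tutl in the authors' deposited table are 0.80, 2.57 and 1.04. Of the 14 beat genes in the table, 10 increased, with log2 ratios in the authors' deposited table between 0.64 for beat-IIIa and 3.18 for beat-IIb. The highest of them at 40 h APF was beat-IIb (FBgn0038494, on chromosome 3R from 17232253 to 17265049), which rose from 4.88 to 44.3 FPKM, and the lowest was beat-Va (FBgn0038087, on chromosome 3R from 12840560 to 12848419), which rose from 0.493 to 1.13 FPKM with a q-value of 0.00830 in the authors' deposited table. The exon bases of beat-IIIa are all shared with CG34106. Decreases were found for beat-IIIc (FBgn0032629), from 32.6 to 15.5 FPKM, and beat-VII (FBgn0250908), from 6.15 to 2.45 FPKM, with log2 ratios of -1.08 and -1.33 in the authors' deposited table. The q-value of beat-Vb in the authors' deposited table is 0.334, and beat-Vc, under 1 FPKM at both stages, was not tested.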

Growth cone extension is an integral part of axon projection and is dependent on dynamic cytoskeletal rearrangements. Accordingly, we found differential expression of genes known to be required for actin remodeling at 40 h relative to 21 h APF consistent with the actin architectural rearrangements necessary for growth cone extension (Supplementary Table S7). For example, we identified increased transcription of *Capulet* (*Capt*), which inhibits actin filament growth (Wills *et al.* 2002), *enabled* (*ena*), which stimulates the addition of actin monomers and is required for axon elongation (Wills *et al.* 1999; Bashaw *et al.* 2000), and *cherrio* (*cher*), a filament protein that crosslinks actin filaments (Sokol and Cooley 1999). 

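The gene capt (FBgn0261458, on chromosome 2L from 1151678 to 1158262) had 221 FPKM at 21 h and 610.1 FPKM at 40 h APF, and cher (FBgn0014141, on chromosome 3R from 17091533 to 17125389) had 13.3 FPKM at 21 h and 54.3 FPKM at 40 h APF. Their log2 ratios in the authors' deposited table are 1.47 and 2.03. The change of ena (FBgn0000578, on chromosome 2R from 19141632 to 19163705) was smaller, from 78.8 to 94.2 FPKM, with a log2 ratio of 0.26 and a q-value of 0.0384 in the authors' deposited table, which is not under 0.01.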

We found decreased expression of *chickadee* (*chic*), which encodes profilin (Cooley *et al.* 1992), *jitterbug* (*jbug*), which encodes an actin cross-linking protein (Oliva *et al.* 2015), and *cdc42*, which activates the WASP complex (Luo *et al.* 1994). In addition to the differential expression of loci associated with actin regulation, we identified increased expression of loci associated with microtubules that promote axon elongation and maturation. These included *Tau* (Bolkan and Kretzschmar 2014), which crosslinks microtubules in the axon, and *Kinesin-like protein at 64D* (*Klp64D*), a motor protein associated with axonal transport (Berger *et al.* 2008). 

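The profilin gene chic (FBgn0000308, on chromosome 2L from 5972115 to 5981018) fell from 447 to 241 FPKM, and jbug (FBgn0028371, on chromosome 2R from 22717321 to 22740459) fell from 78.6 to 48.9 FPKM. Cdc42 (FBgn0010341, on chromosome X from 19697091 to 19699938) fell from 288 to 237 FPKM. The log2 ratios of chic, jbug and Cdc42 in the authors' deposited table are -0.89, -0.69 and -0.28, and the q-value of Cdc42 there, 0.0290, is not under 0.01.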

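Expression of tau (FBgn0266579, on chromosome 3R from 27639886 to 27656996) was 44.7 FPKM at 21 h and 198 FPKM at 40 h APF, and that of Klp64D (FBgn0004380, on chromosome 3L from 5356864 to 5359392) was 13.7 FPKM at 21 h and 22.8 FPKM at 40 h APF. As log2 ratios, the authors' deposited table has 2.15 for tau and 0.74 for Klp64D, both at the smallest q-value.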

Taken together, these data are consistent with the dynamic cytoskeletal rearrangements consistent with growth cone extension.

### Differential expression in cell adhesion regulators during pupal eye development

Modulations in adhesion are vital as cells undergo complex shape and positional changes during morphogenesis (Collinet and Lecuit 2013; Guillot and Lecuit 2013; Martin and Goldstein 2014; Takeichi 2014; McFaul and Fernandez-Gonzalez 2017; Pannekoek *et al.* 2019). Accordingly, we found significant changes in the expression of many cell adhesion loci (Supplementary Table S8). For example, at 40 h APF, we detected decreased expression of the Ig domain adhesion molecules *rst* (Ramos *et al.* 1993), *hbs* (Dworak *et al.* 2001), and *sns* (Bour *et al.* 2000), which are required for pigment cell morphogenesis (Araujo *et al.* 2003; Bao and Cagan 2005; Grzeschik and Knust 2005; Grillo‐Hill and Wolff 2009; Bao *et al.* 2010) and photoreceptor axon guidance (Schneider *et al.* 1995; Sugie *et al.* 2010), although we did not identify a significant change in the expression of the Sns ligand *Kirre* (Strünkelnberg *et al.* 2001) (log_2_-fold change = 0.05). 

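Expression of hbs (FBgn0029082) fell from 113 to 55.5 FPKM, that of sns (FBgn0024189, on chromosome 2R from 8798489 to 8856091) from 29.3 to 15.04 FPKM and that of rst (FBgn0003285, on chromosome X from 2950399 to 2973834) from 98.7 to 67.3 FPKM. For hbs, sns and rst the log2 ratios in the authors' deposited table are -1.03, -0.96 and -0.55, and the q-value of rst, 0.0190, is not under 0.01. The gene kirre (FBgn0028369, on chromosome X from 2740384 to 3134532) had 40.6 FPKM at 21 h and 41.9 FPKM at 40 h APF, a log2 ratio of 0.045 with a q-value of 0.920 in the authors' deposited table. Since hbs is not in the annotation used here, the share of its exon bases that overlap another gene is not known. The authors' deposited table gives hbs, sns, rst and kirre each the same locus as another gene, and rst lies within the span of kirre. Of the exon bases of sns, rst and kirre, 0% are shared with another gene.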

Since Notch signaling regulates the expression of *hbs* (Bao 2014), the reduced Notch activity at 40 h APF may explain the reduction in its expression (Supplementary Tables S1, S5, and S8). We also identified decreased expression of *shg* (encodes E-cad) by 40 h APF (Figure 2C) (Tepass *et al.* 1996), which is required for adhesion in the developing pupal eye (Grzeschik and Knust 2005; Larson *et al.* 2008; Seppa *et al.* 2008; Zaessinger *et al.* 2015). 

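The E-cadherin gene shg (FBgn0003391, on chromosome 2R from 21049654 to 21057197) had 73.1 FPKM at 21 h and 59.9 FPKM at 40 h APF. Its log2 ratio of -0.29 in the authors' deposited table has a q-value of 0.0208, so that shg is differentially expressed at a q-value under 0.05 but not under 0.01.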

Taken together, reduced expression of these adhesion molecules at 40 h APF may reflect a lower requirement once the honeycomb lattice is established.

Our analyses also highlighted changes in the expression of many non-classical cadherins. These included *fat* (*ft*) (Mahoney *et al.* 1991), *dachsous* (*ds*) (Clark *et al.* 1995), *Calsyntenin-1* (*cals*) (Vogt *et al.* 2001), and *Cad89D*, *Cad87A*, *Cad74A*, *Cad96Ca*, *Cad96Cb*, *Cad99C*, *Cad88C*, and *Cad86C* (Hynes and Zhao 2000; Tepass *et al.* 2000; Hill *et al.* 2001) (Supplementary Table S8 and Figure 2C). 

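Of the 11 non-classical cadherin genes that the paper names, 6 increased and 5 decreased. Cals (FBgn0039928, on chromosome 4 from 1112874 to 1123357) was the most abundant, with 146 FPKM at 21 h and 219.8 FPKM at 40 h APF. The genes ft (FBgn0001075, on chromosome 2L from 4198404 to 4221796) and ds (FBgn0284247, on chromosome 2L from 640013 to 714983) fell from 18.2 to 9.38 FPKM and from 40.1 to 14.2 FPKM. Log2 ratios in the authors' deposited table are 0.59 for Cals, -0.96 for ft and -1.50 for ds. Cad96Ca (FBgn0022800) rose from 25.1 to 57.9 FPKM, Cad87A (FBgn0037963) from 21.6 to 48.5 FPKM, Cad74A (FBgn0036715) from 14.2 to 30.9 FPKM and Cad96Cb (FBgn0039294) from 11.5 to 18.6 FPKM, with log2 ratios of 1.21, 1.16, 1.12 and 0.69 in the authors' deposited table. Cad99C (FBgn0039709) fell from 67.0 to 28.7 FPKM, Cad88C (FBgn0038247) from 18.7 to 5.87 FPKM and Cad86C (FBgn0261053) from 9.25 to 3.68 FPKM, and here the authors' deposited table has log2 ratios of -1.22, -1.67 and -1.33. The cadherin genes kug and stan, which the paper does not name, have q-values of 0.209 and 0.781 in the authors' deposited table.

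**Figure D3:**
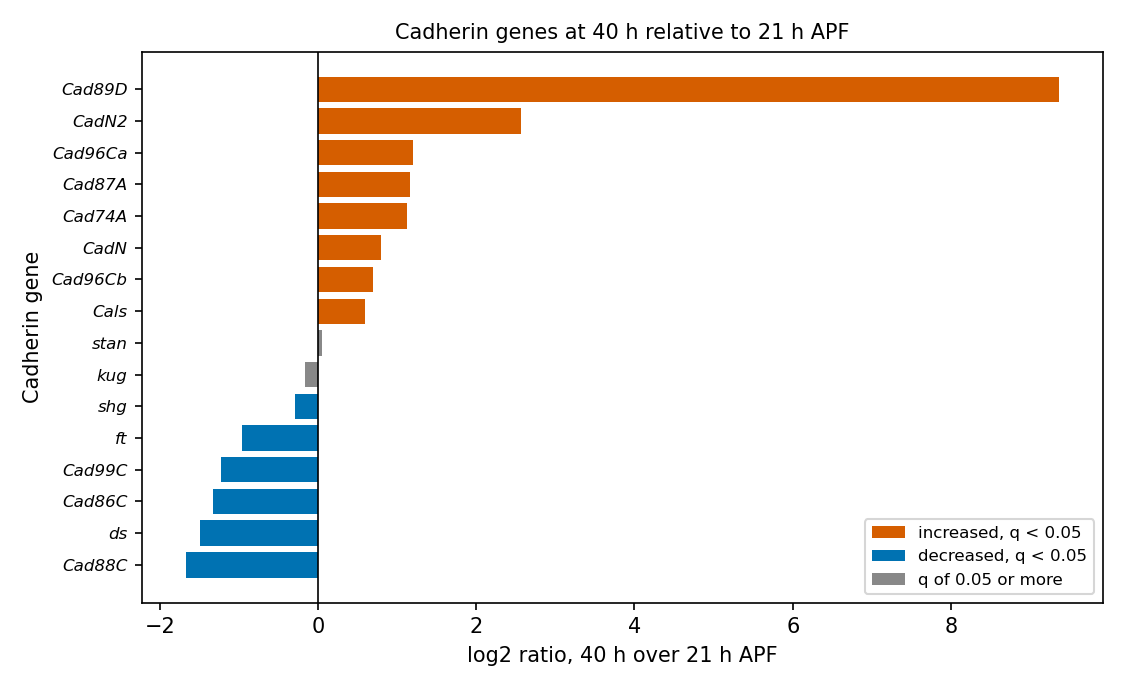
Log2 ratio of 40 h over 21 h APF (x-axis) of 16 cadherin genes (y-axis), from the authors' deposited table, with colors giving the direction of the genes with a q-value under 0.05. The bar of Cad89D is the longest, and kug and stan (gray) have q-values above 0.05.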

While the developmental roles for many of these non-classical cadherins have not been well studied, others have established roles in morphogenesis. Both Ft and Ds are regulators of planar cell polarity (Matakatsu and Blair 2004; Simon 2004) and are components of the Hippo signaling pathway (Hariharan and Bilder 2006; Willecke *et al.* 2006; Zhao *et al.* 2013), which is required for pupal eye patterning (DeAngelis *et al.* 2020). During larval eye development, *Cad86C* is a downstream target of Hh and Dpp signaling and is required for apical cell constriction during morphogenetic furrow progression, while both *Cad99C* and *Cad74A* are required for the organization of the follicular epithelium during development of the *Drosophila* oocyte (Schlichting and Dahmann 2008; Zartman *et al.* 2008; Chung and Andrew 2014). It could be that Cad86C, Cad99C, and Cad74A are required to maintain epithelial cell shape and integrity during pupal eye development as they do in the larval eye and oocyte. In particular, our results showed a large increase in the expression of *Cad89D* at 40 h relative to 21 h APF (log_2_-fold change = 9.36), suggestive of a prominent role for this cadherin during later stages of pupal eye development. 

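Cad89D (FBgn0038439, on chromosome 3R from 16484566 to 16495422) had 0.0463 FPKM at 21 h and 30.5 FPKM at 40 h APF, and its log2 ratio in the authors' deposited table is 9.36. The 21 h value is above the level of 3 fragments on this gene, 0.0216 FPKM. With a pseudocount of 0.1 FPKM at both stages the log2 ratio is 7.71, and with a pseudocount of 1 FPKM it is 4.91.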

Predictive bioinformatics analyses suggest that it binds to the members of the myosin family (Gaudet *et al.* 2011) and it will be interesting for future studies to identify its specific functions along with those of other non-classical cadherins in the developing pupal eye.

### Differential expression of cell survival genes

Programmed cell death is a critical aspect of pupal eye morphogenesis that occurs between ∼18 and 33 h APF and leads to the culling of roughly one in three lattice cells (Miller and Cagan 1998; Rusconi *et al.* 2000; Cordero *et al.* 2004; Lin *et al.* 2004; Mendes *et al.* 2006; Monserrate and Brachmann 2007; Verghese *et al.* 2012; Denton and Kumar 2015; Bushnell *et al.* 2018; DeAngelis *et al.* 2020). We therefore reasoned that we would observe decreased expression of established initiators or mediators of apoptosis at 40 h relative to 21 h APF and indeed this was observed for *klumpfuss* (*klu*) (Rusconi *et al.* 2004), *head involution defective* (*hid*) (Grether *et al.* 1995), *reaper* (*rpr*) (White *et al.* 1994), *Death Regulator Nedd2-like caspase* (*Dronc*) (Dorstyn *et al.* 1999), and *Death related ICE-like caspase* (*Drice*) (Fraser and Evan 1997) (Supplementary Table S9). 

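The gene klu (FBgn0013469, on chromosome 3L from 10981171 to 11009188) fell from 24.4 to 0.895 FPKM, the largest change of these genes. The genes hid (FBgn0003997, on chromosome 3L from 18167745 to 18185641) and rpr (FBgn0011706, on chromosome 3L from 18397535 to 18398435), which lie on the same chromosome arm, fell from 49.8 to 28.1 FPKM and from 12.95 to 7.80 FPKM. The caspase genes Dronc (FBgn0026404, on chromosome 3L from 9968479 to 9971002) and Drice (FBgn0019972, on chromosome 3R from 29799658 to 29801584) fell from 40.9 to 22.7 FPKM and from 45.7 to 23.9 FPKM. Log2 ratios in the authors' deposited table were -4.77 for klu, -0.83 for hid, -0.73 for rpr, -0.85 for Dronc and -0.94 for Drice, and the highest q-value of the 5, 0.00315, belongs to rpr.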

Our analyses also identified a significant decrease in the expression of *Diap1* (Supplementary Table S9 and Figure 2C), an antagonist of apoptosis (Hay *et al.* 1995) that may be less critical at 40 h APF since apoptosis has abated and the transcription of known apoptotic inducing factors has decreased.

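Diap1 (FBgn0260635, on chromosome 3L from 16038410 to 16051034) had 353 FPKM at 21 h and 297 FPKM at 40 h APF. Its log2 ratio in the authors' deposited table is -0.25 with a q-value of 0.0487, the closest to 0.05 among the differentially expressed genes that the paper names, and it is not under 0.01. A share of 11.0% of its exon bases is also covered by CR45889.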

### Genes associated with muscle development and the sarcomere are required for pupal eye patterning

Our RNA-seq analyses identified changes in the expression of many genes implicated in various aspects of muscle development or structure (Supplementary Table S10). These included *rst*, *hbs*, and *sns*, which are required for myoblast fusion during muscle development (Bour *et al.* 2000; Artero *et al.* 2001; Strünkelnberg *et al.* 2001), and *Klarsicht* (*Klar*), which is required for nuclei positioning in muscle cells (Elhanany-Tamir *et al.* 2012) and also has a documented role in photoreceptor morphogenesis (Mosley-Bishop *et al.* 1999; Patterson *et al.* 2004). 

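The gene klar (FBgn0001316, on chromosome 3L from 434083 to 540614) had 117 FPKM at 21 h and 195 FPKM at 40 h APF and a log2 ratio of 0.74 in the authors' deposited table, the opposite direction to rst, hbs and sns.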

Particularly, striking was the component of the muscle sarcomere, which facilitates muscle contraction, that were expressed in the developing pupal eye (Figure 4). Each sarcomere is composed of actin and myosin bundles along with regulatory proteins such as the troponins and tropomyosins, which mediate the interactions between actin and myosin bundles (Henderson *et al.* 2011; Sweeney and Hammers 2018; Mukund and Subramaniam 2019). Our analyses identified increased expression of core sarcomere components including *Myosin alkali light chain 1* (*Mlc1*) (Falkenthal *et al.* 1984), *wings up A* (*wupA*), which encodes the orthologue of Troponin I (Figure 2C) (Prado *et al.* 1995), and *Tropomyosin 2* (*Tm2*), which encodes a Tropomyosin that functions cooperatively with Troponin I during muscle contraction (Karlik and Fyrberg 1986; Naimi *et al.* 2001) (Figure 4). 

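Mlc1 (FBgn0002772, on chromosome 3R from 27657078 to 27660177) rose from 0.148 to 1.52 FPKM, wupA (FBgn0283471, on chromosome X from 18105568 to 18116922) from 0.159 to 1.53 FPKM and Tm2 (FBgn0004117, on chromosome 3R from 15310193 to 15315197) from 0.192 to 1.599 FPKM. The log2 ratios of Mlc1, wupA and Tm2 in the authors' deposited table are 3.36, 3.27 and 3.06, and the q-value of Mlc1 is 0.00167. At 21 h APF each of them was above the level of 3 fragments in 1 library, which is 0.106 FPKM for Mlc1, 0.0754 FPKM for wupA and 0.0571 FPKM for Tm2. With a pseudocount of 1 FPKM, their log2 ratios are 1.13, 1.13 and 1.12.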

Since sarcomere-like structures are not found in the pupal eye, we predict that these proteins are repurposed for other roles in *Drosophila* retinal cells. For example, *wupA* and *Tm2* are required for the maintenance of chromosomal integrity and cell polarity in the syncytial embryo, S2 cells, and larval wing epithelia (Sahota *et al.* 2009; Casas-Tintó and Ferrús 2019). Previous studies also showed that *Mlc1*, *wupA*, and *Tm2* can interact in contexts other than the muscle sarcomere such as in S2R cells (Guruharsha *et al.* 2011). Further analyses are needed to clarify the precise molecular functions of these muscle-associated proteins during pupal eye morphogenesis.

**Figure 4:**
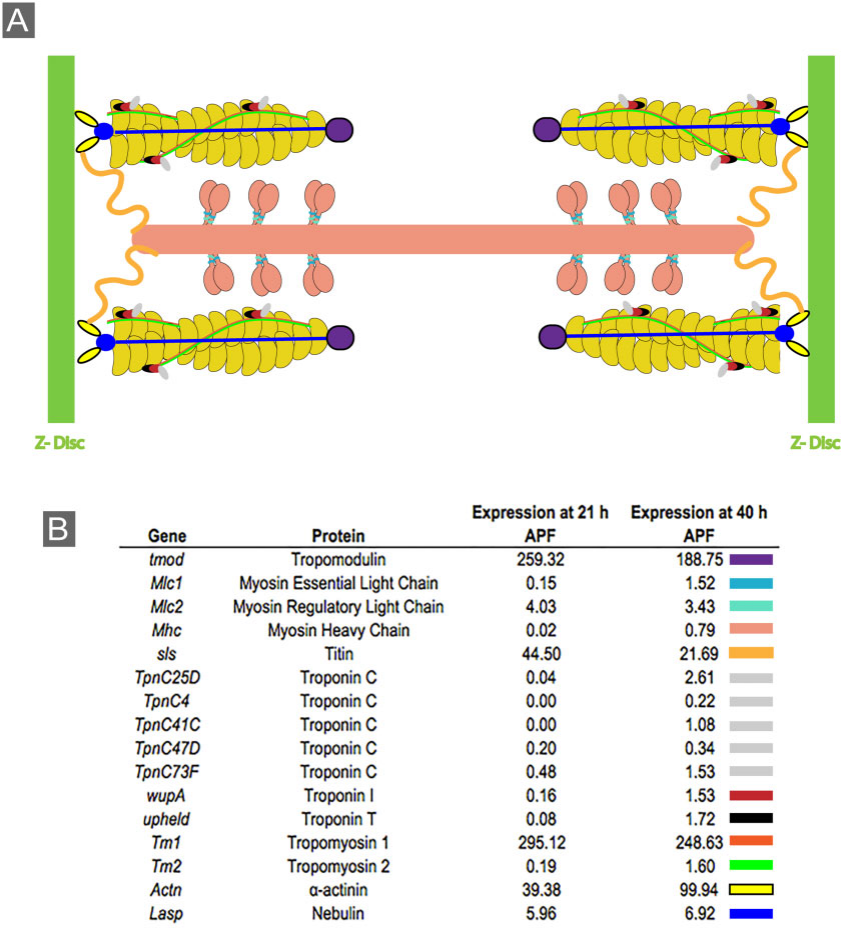
Genes associated with muscle function are expressed in the pupal eye. (A) Schematic representation of a sarcomere, composed of actin filaments (yellow), myosin bundles (peach) and a myriad of proteins that maintain sarcomere structure or function. (B) Relative expression (fragments per kilobase of transcript per million mapped reads) of sarcomere genes in the *Drosophila* eye at 21 and 40 h APF. Colored rectangles (at right) indicate color of protein in illustration.

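Of the 16 genes drawn in Fig. 4B, 7 increased with a q-value under 0.05, 2 decreased, and 7 had no q-value under 0.05, 2 of them without a test. The genes fall into levels that are far apart. Over 20 FPKM at both stages were Tm1 (FBgn0003721), tmod (FBgn0082582), Actn (FBgn0000667) and sls (FBgn0086906), with 295, 259, 39.4 and 44.5 FPKM at 21 h and 249, 189, 99.9 and 21.7 FPKM at 40 h APF. Actn increased in the authors' deposited table by a log2 ratio of 1.34, tmod and sls have log2 ratios of -0.46 and -1.04, and Tm1 has a q-value of 0.0542. Of the exon bases of Actn, 20.7% are shared with another gene, mostly east. Mlc2 and Lasp lay between 3.43 and 6.92 FPKM, with q-values of 0.412 and 0.202 in the authors' deposited table. The other 10 genes stayed under 3 FPKM at both stages. The 10 muscle genes outside Fig. 4 with a mean under 3 FPKM also had a median log2 ratio above 0. Of these, 8 were higher at 40 h, bt and tn were lower, and 3 reached a q-value under 0.05. Among the more abundant muscle genes outside Fig. 4, Act57B and Mef2 fell, while Act87E and Strn-Mlck rose. Of the 10 genes of Fig. 4B, TpnC25D (FBgn0031692) rose from 0.0371 to 2.61 FPKM with a q-value of 0.0410 in the authors' deposited table, which is not under 0.01, and its 21 h value is below the 0.119 FPKM of 3 fragments, which in its place gives a log2 ratio of 4.45 as a lower bound on the rise. TpnC73F rose from 0.478 to 1.53 FPKM, and TpnC41C, listed at 0 at 21 h, had 1.08 FPKM at 40 h. The myosin heavy chain gene Mhc (FBgn0264695) rose from 0.0214 to 0.794 FPKM and up (FBgn0004169) from 0.0778 to 1.72 FPKM, with q-values of 0.0747 and 0.0756 in the authors' deposited table, while TpnC4 and TpnC47D were not tested.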

### Computational identification of putative transcriptional regulatory factors

Our transcriptome analyses identified 4636 differentially expressed loci that contribute to multiple biological processes (Supplementary Tables S2–S4). To gain insight into common regulatory elements that might be utilized to facilitate changes in gene expression, we used full i-Cis target analysis (Herrmann *et al.* 2012) to identify transcriptional regulatory networks within groups of functionally related differentially expressed genes (documented in Supplementary Tables S5–S10). These analyses identified transcription factor-binding sites that were common to genes associated with signaling, axon guidance, biological adhesion, or muscle structure development, suggesting that these processes are regulated by a limited number of transcription factors (Supplementary Table S12). In contrast, we did not identify recurrent transcription factor regulatory motifs in the groups of genes associated with ecdysone signaling or cell survival that changed in expression from 21 to 40 h APF. This suggests that in the eye the genes associated with cell survival/apoptosis and ecdysone signaling are not a part of regulatory networks but instead their expression is regulated by multiple transcription factors.

The conserved GAGA transcription factor, *Trithorax-like* (*Trl*) (Farkas *et al.* 1994), emerged in our i-Cis analysis as a transcriptional regulator of loci associated with multiple processes including signaling, axon projection, adhesion, and muscle structure and development (Supplementary Table S12 and Figure 2C). A potential role for Trl was further suggested by using AME, which identified transcription factor binding motifs that were enriched in the complete list of differentially expressed genes. These analyses identified several transcription factors, including Trl, which may contribute to transcriptional regulation during pupal eye development (Supplementary Table S13) (McLeay and Bailey 2010). In a previous study of the role of Trl in the apoptosis of lattice cells, patterning defects are also evident in *Trl* mutant clones, underscoring a role for Trl in pupal eye morphogenesis (Dos-Santos *et al.* 2008). Trl can influence transcription by functioning as either a transcriptional activator (Biggin and Tjian 1988; Soeller *et al.* 1993; Farkas *et al.* 1994) or a repressor (Farkas *et al.* 1994; Horard *et al.* 2000; Busturia *et al.* 2001; Poux *et al.* 2001; Mahmoudi *et al.* 2003; Mishra *et al.* 2003), and interestingly, our analyses indicated that *Trl* expression declined significantly at 40 h relative to 21 h APF (Supplementary Tables S12 and S13). This change in *Trl* expression likely contributes to the very different transcriptional profile of the eye at 40 h APF (Supplementary Table S1).

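Trl (FBgn0013263, on chromosome 3L from 14747929 to 14761049) had 77.0 FPKM at 21 h and 50.9 FPKM at 40 h APF, a log2 ratio of -0.60 in the authors' deposited table, and 6.78% of its exon bases are shared with another gene, mostly CG33260.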

In addition to Trl, our i-Cis analysis identified the transcription factor Homothorax (Hth) as a putative regulator of genes associated with axon guidance and muscle structure as well as Zelda (Zld), which may contribute to the expression of genes associated with axon guidance and adhesion (Supplementary Table S12 and Figure 2C). Frequently associated with the Hippo pathway (Peng *et al.* 2009), Hth is also required for the establishment of the eye field and photoreceptor specification (Pai *et al.* 1998; Pichaud and Casares 2000; Wernet *et al.* 2003; Singh *et al.* 2011). Hth has also been implicated in muscle fiber formation, which correlates with our association of Hth with the transcription of muscle-associated genes in the pupal eye (Bryantsev *et al.* 2012). The role of Zld during eye development has not been explicitly characterized during the pupal stage; however, previous studies indicate that it is expressed in the larval eye disk (Giannios and Tsitilou 2013). Another study reported that mutations in *zld* led to small and deformed eyes (Hamm *et al.* 2017). 

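The gene hth (FBgn0001235, on chromosome 3R from 10507561 to 10639568) fell from 33.5 to 17.0 FPKM, and zld (FBgn0259789, on chromosome X from 19766465 to 19783548) fell from 4.05 to 0.324 FPKM. Their log2 ratios in the authors' deposited table are -0.97 and -3.64.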

Like Trl, both Hth and Zld function as either transcriptional activators or repressors and both declined in expression at 40 h APF (Inbal *et al.* 2001; Kobayashi *et al.* 2003; Liang *et al.* 2008; McDaniel *et al.* 2019). Future studies will be needed to identify the transcriptional targets of Trl, Hth, and Zld during pupal eye morphogenesis.

To conclude, the pupal eye is an effective model system to use to interrogate processes required for the patterning or organization of epithelia as well as pathways that lead to cell differentiation, and photoreceptor morphogenesis and axon projection. However, while many of the morphological changes associated with these events have been well documented, less is known of the corresponding transcriptional changes that drive them. Here, we compare the transcriptomes of pupal eyes at two distinct stages of development. We identified changes in the expression of loci that are documented regulators of pupal eye development such as components of Notch and EGFR signaling pathways (Supplementary Table S5), ecdysone response targets (Supplementary Table S6), regulators of axon guidance (Supplementary Table S7), adhesion (Supplementary Table S8), and cell survival (Supplementary Table S9). In addition, we identified numerous novel gene expression changes that have not been studied in the context of pupal eye morphogenesis. These included components of the Toll pathway (Supplementary Table S5), non-classical cadherins (Supplementary Table S8), and numerous proteins required for muscle development and structure (Supplementary Table S10). We anticipate that these data will be a rich resource for future research on pupal eye morphogenesis and, given the highly conserved nature of many genes associated with tissue patterning, for the broader morphogenesis field as well.

How the deposited data were processed for this re-analysis (not part of the article)

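Whole eyes of Canton S pupae were compared between 21 and 40 h APF by RNA sequencing, with 3 biological replicates per stage and therefore 6 libraries. The paper's text names TruSeq libraries and paired-end reads and does not name whether the libraries kept the strand. The authors aligned the reads with bowtie2 at its default parameters to BDGP6, with the Ensembl release 93 annotation, and ran Cuffdiff with geometric normalization and bias correction. The versions of bowtie2 and Cuffdiff are not named in the paper's text.

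The authors deposited 1 table with 17649 genes. Its FPKM columns hold 1 value per gene and stage, which Cuffdiff pooled over the replicates, and the authors' normalization is already in them. The deposited log2 ratio of 40 h over 21 h equals that of the 2 FPKM columns, apart from 4 genes without a test that are listed at a ratio of 0 with different FPKM. Where a stage is at 0 FPKM, the deposited log2 column holds an infinite value for 956 genes that are at 0 at 21 h, the words for negative infinity for 19 genes at 0 at 40 h, and a spreadsheet error text for 850 further genes at 0 at 40 h, so the direction of each gene was taken from its FPKM. The deposited test score of Cuffdiff was used only to tell which genes had a test, since it is 0, with a p-value of 1, for 7344 genes without one. The deposited p-value and q-value are those of the authors' Cuffdiff run, and the q-value equals the Benjamini-Hochberg adjustment of the p-value over the 10305 genes with a test. No value of a single replicate was used here, so there is no SD, no test across replicates and no interval for a gene.

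The counts of differentially expressed genes use the q-value under 0.05, as in the paper. The share of increased genes was tested against 50% with a 2-sided exact binomial test, with a 95% Wilson interval. For a list of genes, the median of log2((FPKM at 40 h + 0.1)/(FPKM at 21 h + 0.1)) was placed among the medians of 10000 random lists of the same size, drawn from the other genes and matched on mean expression in 20 bins; its percentile describes these libraries and is no p-value. The lists were muscle genes outside Fig. 4, fat body, hemocytes, glia, neurons with another transmitter than that of photoreceptors, trachea, phototransduction, pigment, lens, mitotic cell cycle, Toll immune targets, ribosomal proteins and the mitochondrial genome. On simulated data, 6 of 100 unchanged lists of 12 genes fell outside the middle 95% of random lists, and 98 of 100 lists shifted by 1.5 on the log2 scale fell above it. The simulated ratios were normally distributed and independent between genes, so these rates need not hold for lists of genes that change together. Shifts smaller than 1.5 were not simulated. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 7.

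Depth was taken from the paper's Table 1, since the table of values has none. A level of 3 fragments was computed for each named gene from its exon bases in Ensembl release 115 and from the library with the fewest mapped reads, with a mapped pair of reads taken as 1 fragment; it covers counting error only, and a pooled value can lie below it. Positions of 18w and CG11966 are the loci of the authors' table, since 137 gene identifiers are not in that annotation.

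The genes named are those that the paper names in its results or draws in its Fig. 2 and Fig. 4, the other members of the families it counts, the 5 genes with the largest increase and the 5 with the largest decrease among those with a q-value under 0.05 and at least 10 FPKM at the higher stage, and the 5 genes with the highest FPKM at each stage. The alternatives tried were a q-value under 0.01, a change of at least 2-fold, Benjamini-Hochberg and Bonferroni adjustment over the genes with a test, minimums of 1 and 10 FPKM, leaving out genes at shared loci, pseudocounts of 0.1 and 1 FPKM, ratios centred on their median, and FPKM rescaled to the same sum. The alternatives, the gene lists, the comparisons and the rule for the genes named were written before the data were examined; the closing section says which alternatives were added later. The gene ontology and motif analyses of the paper were left out, because they rest on gene sets and tools that were not used here.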

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

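The tests on genes that Cuffdiff did not test were chosen after the values were seen, as were the genes ImpL1, puf and CG13028, and the test on shared exon bases was chosen before. The 12 genes flagged here, which leave out puf and CG13028, are outside those that the paper discusses. Each stands above the level of 3 fragments at its higher stage, except CG11966, which has no exon length to compute that level from.

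Among differentially expressed genes with at least 10 FPKM at the higher stage and a finite ratio, which leaves out 6 genes listed at 0 at 21 h and 1 listed at 0 at 40 h, the 5 largest increases were those of CG11966, from 0.0273 to 121 FPKM, CG14280, from 0.0558 to 209 FPKM, Osi12, from 0.1005 to 335 FPKM, Osi7, from 0.290 to 486 FPKM, and dyl, from 0.180 to 266 FPKM. Their log2 ratios in the authors' deposited table are 12.11, 11.87, 11.71, 10.71 and 10.53, with q-values up to 0.00855. The 21 h values of CG14280 and Osi12 are close to the level of 3 fragments, 0.0524 and 0.0850 FPKM, so that the size of these ratios rests on few reads. The 5 largest decreases were those of CG13053, from 2989.7 to 13.8 FPKM, CG13743, from 10.3 to 0.117 FPKM, CG10570, from 16.8 to 0.197 FPKM, CG30427, from 49.7 to 0.613 FPKM, and CG13056, from 277 to 4.94 FPKM, with log2 ratios in the authors' deposited table of -7.76, -6.46, -6.41, -6.34 and -5.81. Reads of an overlapping gene were tested as a source of these changes: 1 of the 10 genes, CG10570, shares over 10% of its exon bases with another gene, CG42502, which covers all of them, and CG11966 could not be placed. The other 8 genes share under 1% of their exon bases, which argues against shared reads as the cause for them. The q-values of these 10 genes test the difference between the stages itself, while its biological cause stays open and was not tested.

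Cuffdiff gave no test for ImpL1, which went from 2.53 to 4162 FPKM, or for CG13023, which is listed at 0 at 21 h and had 7584 FPKM at 40 h. With puf and CG13028 they are the 4 genes that the authors' deposited table lists at a log2 ratio of 0 with different FPKM. Too many fragments at the gene, for which Cuffdiff can leave a test out, was examined through the product of FPKM and exon length. For ImpL1, 17 genes with a test had a larger product, which argues against this explanation for ImpL1 and for puf, whose product is smaller still. For CG13023, 0 genes with a test had a larger product, and since its product is the largest of all genes, this number cannot decide the matter for CG13023 and its overlapping neighbour CG13028. For these 2 genes, too many fragments and another reason for the missing test cannot be told apart, because the largest product leaves no gene to compare with. The difference in stage itself stays open for all 4 genes and was not tested.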

How the results depend on the processing

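The count of differentially expressed genes stayed within 1.5-fold of 4636 at a q-value under 0.01 (3748), after Benjamini-Hochberg adjustment again (4636), and with minimums of 1 FPKM (4591) and 10 FPKM (3685). It was 1976 with a change of at least 2-fold and 2616 without the genes at shared loci, both fewer by construction. It was 0 after Bonferroni adjustment, because the smallest p-value of Cuffdiff gives an adjusted value of 0.515; 5200 genes had an unadjusted p-value under 0.05.

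The share of genes that increased was 51.0%, and its exact binomial test passed 0.05 under 3 alternatives, at 53.7% with a q-value under 0.01, 59.2% with at least 2-fold changes and 52.1% with at least 10 FPKM. The cause was not tested. It was 51.0% with at least 1 FPKM. Centring the ratios on their median, a shift of -0.021, or rescaling to the same sum could not change the share, since the smallest absolute log2 ratio of these genes is 0.25.

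Of the 97 genes that the paper names, 89 were differentially expressed and 49 had a ratio above 0, and 80 were differentially expressed at a q-value under 0.01. The signs of the log2 ratios compared for 142 genes described here say nothing about stability, because a pseudocount added at both stages cannot change a sign and both scalings shift all genes by less than the smallest of these ratios in absolute size, 0.0449. At a q-value under 0.01, 10 calls were lost, those of Cdc42, Diap1, E(spl)m6-BFM, Myd88, Nle, Shc, TpnC25D, ena, rst and shg, and 128 stayed on their side. Adjusting again over genes of at least 1 FPKM changed 0 of 137 calls.

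Of the 13 gene lists, 7 had a median outside the middle 95% of random lists, and 6 did with a pseudocount of 1 FPKM, 6 with genes of at least 1 FPKM, 7 with centred ratios and 6 when matched on exon length too, an alternative chosen after the values were seen. With genes of at least 1 FPKM, the median of the Toll immune targets changed sign, from 0.13 to -0.020, both inside the middle 95%, as 1 gene of 8 was left out. The trachea list came inside it with a pseudocount of 1 FPKM and with genes of at least 1 FPKM, the muscle list with genes of at least 1 FPKM, and the neuron list when matched on exon length; the hemocyte list came outside with genes of at least 1 FPKM.

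No paired analysis was possible because the table holds 1 pooled value per stage. For the same reason other splits of the samples, the test of each gene across replicates, its second pseudocount, its replicate block and its fits without single replicates were not run. The depth limits ratios whose lower value is near the level of 3 fragments, such as those of Cad89D, TpnC25D and E(spl)m5-HLH.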

Differences from the paper's values

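The paper reports 2383 genes that increased and 2253 that decreased, with a binomial exact P of 0.05813. By the sign of the ratio of the FPKM values, the counts here are 2364 and 2272, and the 2-sided exact binomial test gives p = 0.181. None of the alternatives set before the data were examined brought the exact binomial p-value within 1.5-fold of the paper's: it was 6.00e-06 at a q-value under 0.01, 2.63e-16 with a change of at least 2-fold, 0.193 with at least 1 FPKM, 0.0142 with at least 10 FPKM, and 0.181 with centred ratios or with FPKM rescaled to the same sum. Counting as increased the 19 differentially expressed genes whose ratio is listed as negative infinity, a setting chosen after seeing the values, gives 2383 and 2253 genes and an exact binomial p = 0.0581.

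The paper names Eip63E among the genes with reduced expression at 40 h APF, and its FPKM here is higher at 40 h, from 45.3 to 83.0 FPKM. It names Eip93F among the genes with increased expression, and its FPKM here is lower at 40 h, from 216 to 80.2 FPKM.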

Other observations

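The tests of explanations in this part were chosen after the results were seen. The exceptions are those on fragments at the higher stage and on transcription from a neighbouring gene. The gene lists and the comparison of each whole list with random lists matched on mean expression were set before the data were examined.

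The 19 differentially expressed genes whose ratio is listed as negative infinity are at 0 FPKM at 40 h, as CG13051 with 54.97 FPKM at 21 h. Counted as increased, they bring the number of increased genes to 2383, which is the number the paper gives. This is consistent with a sign lost for these genes in the paper's count, and how the paper counted was not examined.

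Some of the largest changes had no q-value under 0.05. Of 436 tested genes with a change of at least 8-fold and at least 5 FPKM at the higher stage, 85 did not reach it, among them Osi11, from 0.0764 to 410.3 FPKM, Osi8, from 0.0872 to 238 FPKM, Osi22, from 0.0164 to 200.4 FPKM, and the phototransduction gene trp, from 0.0349 to 35.2 FPKM. The share that reached it was 22.2% of 63 genes under 0.1 FPKM at the lower stage and 96.5% of 287 genes at 0.5 FPKM or more there. Within the genes under 0.1 FPKM it was 34.5% of 29 genes listed at 0 (95% Wilson interval 19.9% to 52.7%) and 11.8% of 34 genes above 0 (4.67% to 26.6%), so that it was not lowest for the genes at 0. Below 0.1 FPKM, reads shared with another gene of the locus are not the whole cause, since the share was 36.4% of the 33 genes alone at their locus, although it was lower, 6.67%, at shared loci. Too few fragments at the higher stage are not the cause either, since the share was 18.2% of 22 genes with at least 30 FPKM. A level near 0 at the lower stage, where Cuffdiff has few fragments to estimate the spread from, stays a candidate explanation for both groups, though not for the higher share among genes at 0. At 0.5 FPKM or more, 100% of the 164 genes alone at their locus and 91.9% of the 123 at shared loci reached it, so shared reads may account for the 10 that did not. A gene that rises from near 0 may therefore be missing from the differentially expressed genes.

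The Osi genes are an example. Of 24 genes in the table, 11 increased with a q-value under 0.05, 0 decreased, 6 were tested without reaching it and 7 were not tested, and 14 rose at least 8-fold to 1 FPKM or more, besides Osi16, which is listed at 0 at 21 h and had 8.87 FPKM at 40 h. Their FPKM summed to 88.5 at 21 h and 4772 at 40 h, with Osi9 the highest at 1958. This family was chosen after its values were seen, and the paper's text does not report it.

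The genes with the highest FPKM at 21 h were CG34247 at 26590, Cpr72Ea at 8474, mt:CoIII at 7851, mt:CoI at 6708 and bnb at 4721. At 40 h APF they were mt:CoIII at 9591, mt:CoI at 9168, CG13023, mt:CoII at 5959 and Obp44a at 4185, which shares 19.1% of its exon bases with Pabp2, while CG34247 had fallen to 1032, Cpr72Ea to 183 and bnb to 579.8.

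Gene lists fixed before the data were examined gave these medians of the log2 ratio with a pseudocount of 0.1 FPKM, each with its percentile among 10000 random lists matched on mean expression. Above the middle 95% were phototransduction (median 0.72, percentile 99.9), neurons with another transmitter (1.25, 99.4), lens (2.57, 99.3) and muscle outside Fig. 4 (1.01, 99.2). Below it were the mitotic cell cycle (-3.16, 0), ribosomal proteins (-0.22, 0.01) and trachea (-0.84, 1.84). Inside it were pigment (0.13, 81.6), hemocytes (0.10, 78.4), Toll immune targets (0.13, 66.4), glia (0.027, 52.6), fat body (-0.52, 3.03) and the mitochondrial genome (0, 50). The median of the mitochondrial genome is set by genes at or near 0, since 14 of its 38 genes had at least 1 FPKM at a stage, and over those the median was 0.27 at percentile 90.0, with 4 genes increased and 1 decreased. No gene stands on more than 1 list, and none was picked by the paper from these libraries. The lens list has only 4 genes, 2 of them with at least 1 FPKM at 21 h. Of the 4, 3 increased, while Crys, the most abundant of them at 21 h, decreased from 33.9 to 15.8 FPKM.

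Of the 17 mitotic cell cycle genes, 15 decreased and all had at least 1 FPKM at 21 h, with polo falling from 52.8 to 2.12 FPKM and stg from 166 to 12.8 FPKM. The scaling of the libraries, a single factor for all genes, would move random lists of like expression as far, whereas the median of this list lay at percentile 0 of theirs, which argues against scaling as the cause of its fall relative to them. Fewer dividing cells at 40 h is a candidate explanation that the design offers and that was not tested.

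Among 92 ribosomal protein genes, 35 decreased and 1 increased. Short transcripts as a cause were tested with random lists matched on exon length as well, in 5 bins, and the percentile was 0. Length at this coarse matching did not account for the fall. Within a bin, ribosomal protein genes may still be shorter or more abundant than the others, so an effect of length is not excluded. The biological cause of the fall between the stages stays open and was not tested.

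In Fig. 4, the 4 sarcomere genes over 20 FPKM at both stages are too high for muscle cells among the eyes to be their source, since Mhc, abundant in muscle, reached 0.794 FPKM at 40 h. For the 10 genes under 3 FPKM, some muscle cells among the 40 h eyes stay possible: of the 10 muscle genes outside Fig. 4 with a mean under 3 FPKM, 8 were higher at 40 h, with bt (0.337 to 0.307 FPKM) and tn (0.457 to 0.280 FPKM) lower, and the 10 genes had a median log2 ratio of 1.28 at percentile 98.6. A q-value under 0.05 was reached by 3 of them, each higher at 40 h. The most abundant genes of the muscle list did not move together, since Act57B fell from 12.6 to 3.43 FPKM and Mef2 from 16.5 to 3.51 FPKM while Act87E rose from 7.76 to 12.7 FPKM. The list has 5 of 14 genes at 1 FPKM or more at 21 h. Expression of these genes in eye cells, which the paper proposes, stays open as well and was not tested.

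Pxn, vkg and Col4a1 rose from 1.92 to 53.4 FPKM, from 1.76 to 34.7 FPKM and from 7.70 to 57.6 FPKM, while the hemocyte list as a whole lay inside the middle 95%, or above it when only its genes of at least 1 FPKM were kept. More hemocytes among the 40 h eyes would bring Hml, NimC1, eater, He and srp along, and the highest of these at 40 h was srp at 0.823 FPKM. Of the 5 genes, srp alone was tested by Cuffdiff, with a q-value of 0.851 in the authors' deposited table, so the levels and not the tests argue against hemocytes. More fat body would raise the fat body list, and its median was -0.52. In this list 6 genes decreased and 1 increased, Mtp, from 25.4 to 56.3 FPKM. Genes of a tissue can also change with stage within that tissue, so this list cannot decide whether more fat body was present. Fat body therefore stays open as a source of the rise of Pxn, vkg and Col4a1, and expression in the eye itself was not tested.

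Differentially expressed neighbours shared a direction in 53.9% of 4574 pairs along the chromosomes, where the shares of increased and decreased genes give 50.0%. Reads shared between overlapping genes are not the whole cause, since 53.6% of 4373 pairs without overlap did so (95% Wilson interval 52.1% to 55.1%). Transcription running on from the upstream gene is not the whole cause either, since the share was 55.4% of 588 divergent pairs within 5000 bases (51.4% to 59.4%). Over pairs of every orientation without overlap, the share was 55.8% of 2239 pairs within 5000 bases and 51.3% of 2134 pairs farther apart. Pairs that share a gene are not independent, which makes these intervals too narrow. Regulation shared over short distances may remain as an explanation and was not tested.

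Over 100 FPKM at one stage and 0 at the other were 31 genes, of which 0 had a q-value under 0.05. Exons of under 200 bases were found in 30 of them, against 5.85% of all genes, so that RNAs shorter than a sequenced fragment, for which an FPKM has little meaning, are a candidate explanation for these values.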
